A study of Mus musculus with 12 samples. Its data were reported in "Active repression of cell fate plasticity by PROX1 safeguards hepatocyte identity and prevents liver tumorigenesis" (2025).

How the data were processed

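ATAC-seq libraries were made from primary fibroblasts of mouse embryos, transduced with lentiviral vectors and collected on day 2 of induction with doxycycline. The labels put the 12 libraries into 4 groups (MEF, Prox1_OE, 4in1_GFP_OE and 4in1_Prox1_OE) with 3 replicates each. The processed data analysed here are 3 files that concern the 4in1_GFP_OE and 4in1_Prox1_OE groups. They are a table of the authors' own comparison of peaks and a pair of peak lists.

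Per the study's methods, the authors trimmed the reads with trimmomatic, aligned them to mm10 with Bowtie 2, and cleaned, recalibrated for the insertion bias of Tn5 and filtered them with SAMtools, Picard and BEDtools. The methods name MACS2 as the peak caller, while the study's reporting summary names Genrich, so the caller is uncertain. The authors then ran DiffBind, which builds a consensus set of peaks, counts reads in windows centred on their summits and tests them with DESeq2. Of the windows, 176672 are 201 bases wide and 8 are wider, up to 391 bases. Whether peaks were first called in each library or on pooled reads is not stated. For the comparison the study's methods refer to the vignette of the DiffBind version they used and name no normalization setting of their own.

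The table's concentrations are, per the file headers, log2 values of mean normalized read counts, over both groups or within 1 group, as the authors deposited them. Its fold change is the authors' log2 fold change of GFP over Prox1, and its sign was turned here so that a negative value is lower with Prox1. The sign was read from the group means, since the fold change correlated with their difference across peaks (Pearson r 0.999, peaks not being independent replicates), with 570 peaks of opposite sign. The authors deposited a p-value and an FDR for each peak. The FDR column equals a Benjamini-Hochberg adjustment of the p-value column over all 176680 peaks (largest difference 1.19e-15). The peak lists carry a chromosome, start and end only. Their starts equal those of the table, whose width column counts both ends, so table coordinates are printed as 1-based positions.

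Several properties of this processing bear on the values. The median fold change and the totals over peaks both differ between the arms, so the values were not scaled to equal reads in peaks or to an equal median. A normalization by the full library would leave a difference in the share of reads in peaks in every fold change, which is why 5 ways of placing 0 were tried. The concentrations are group means over 3 libraries each. No values per library were used, so replicates could not be compared, no replicate could be left out and no model could be refitted, and depth per library is unknown. Duplicated libraries could not be looked for.

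The test for each peak was the authors' DESeq2 test at an FDR of 0.05, as planned for data without counts per library. The standard error of each fold change was taken as its size divided by the normal quantile of its 2-sided p-value. This assumes that both come from the same estimate. The deposited fold changes were often smaller in size than the group means imply. Their median was -0.39, against -0.42 for the difference of group means. At a promoter peak of Xist, concentrations of 5.49 (GFP) and 5.07 (Prox1) went with a fold change of -0.16. If fold changes were made smaller after the test, these standard errors are too small. The recentred calls and the intervals built on them are therefore approximate. For each centring, a constant was subtracted from all fold changes, and Wald p-values and Benjamini-Hochberg adjusted values were recomputed with these standard errors. The constants were the median of all peaks, the median of the 10% of peaks with the highest concentration, the log2 ratio of total normalized reads, the median of promoter peaks and the median of CTCF motif peaks outside promoters. The first and second were planned before the data were examined and the other 3 were added after. On simulated values for 176680 peaks with a shift of -0.40 and 200 peaks changed by 1.5 on the log2 scale, this procedure recovered 96.5% of the changed peaks, and 3.02% of its calls were false. The simulated changes went in both directions, and the p-values were drawn from the same standard errors. The simulation therefore checks the computation only. It cannot show that a centring is right in these data, where 63.1% of peaks were called. A simulated motif difference of -0.50 among 20000 windows was recovered as -0.48.

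Peak coordinates were compared with the lengths of the GRCm38 chromosomes, and all peaks lay within them. Genes, transcription start sites, exons and coding sequence came from the GENCODE M21 basic annotation of GRCm38, and sequence from the GRCm38.p6 assembly. A promoter peak lies within 1 kb of a start site, with 2 kb and protein-coding genes as alternatives. Differences between classes of peaks were also computed within deciles of mean concentration and of GC content, weighted by the number of flagged peaks. Intervals come from 1000 resamples of whole chromosomes (10000 for shares of called peaks and 500 for medians of classes), without chromosome Y. The interval for the gap between distal and promoter shifts of chromosome X is an exception, from 1000 resamples of single peaks. Motifs were searched on both strands of each window as consensus sequences, with at most 1 mismatch for the long ones. These consensus sequences were written from general knowledge before the search and are not the matrices the study used. Overlaps were computed with bedtools 2.31.1, and other steps with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

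Peaks and genes were named by a rule fixed before the data were examined. It took the 3 peaks with the lowest p-value in each direction. It also took the 3 with the largest fold change in each direction among peaks above the median concentration. For 18 genes it took the most accessible promoter peak whatever its result. Most of these genes are discussed in the study's text, which does not name Plagl1 and Foxs1. The study picked such genes in part from these libraries, so the count adjusted over the list alone is not independent evidence. Peaks over exons of Prox1 were to be read as possible transgene DNA. Other settings planned before the data were examined were stricter thresholds, a Bonferroni adjustment, a filter that drops the 25% of peaks with the lowest mean concentration, autosomes only, centring, merged clusters of peaks and wider promoters, and the closing section gives their effect.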

Results

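Chromatin accessibility was profiled by ATAC-seq, in which the transposase Tn5 inserts sequencing adapters into open DNA, so that accessible regions gather reads. The 12 libraries came from primary mouse embryonic fibroblasts (MEFs) collected on day 2 of transgene induction and fell into 4 groups of 3 replicates. MEF libraries received only the transactivator that switches on the transgenes, and Prox1_OE libraries also received Prox1, a homeodomain transcription factor of hepatocytes. The 4in1_GFP_OE and 4in1_Prox1_OE libraries received the 4in1 cassette of transcription factors, which reprograms fibroblasts towards induced hepatocytes, together with GFP or with mouse Prox1. The authors' deposited table compares these last 2 groups, so its values rest on 6 libraries. The MEF against Prox1_OE comparison was not analysed here.

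The authors' deposited table holds 176680 peaks, each with a log2 mean normalized read count (mean concentration) over both groups and in each group, a log2 fold change, a p-value and an FDR. Fold changes are given here as 4in1_Prox1_OE over 4in1_GFP_OE, so that a negative value is lower accessibility with Prox1. The median mean concentration of a peak was 6.71, and values ran from 4.04 to 11.74. Summed over all peaks, the group means in the authors' deposited table came to 31016876 normalized reads in 4in1_GFP_OE and 23306866 in 4in1_Prox1_OE, a ratio of 0.751. The number of reads in each library is unknown. The precision of a peak's fold change was therefore taken from its p-value, which is approximate. The standard error implied by the authors' test had a median of 0.20 on the log2 scale (quartiles 0.17 and 0.24).

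The comparison asks how added Prox1 changes the chromatin of fibroblasts that are being reprogrammed. In the authors' deposited table, 111411 peaks (63.1%) passed an FDR of 0.05. Of these, 85140 were lower with Prox1 and 26271 were higher, so that 76.4% of the called peaks had closed (95% Wilson interval over peaks 76.2% to 76.7%). Peaks are not replicates, and resampling whole chromosomes gave a wider interval of 75.4% to 77.5%. The share lay between 71.8% and 79.1% on each of the 19 autosomes. The p-values and FDR are those of the authors' DESeq2 test within DiffBind. The 2 deposited peak lists held the same intervals as these calls, with 85140 peaks in the list of regions enriched in the GFP arm and 26271 in the list enriched in the Prox1 arm.

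Most fold changes lay below 0. The median log2 fold change over all peaks was -0.39 (quartiles -0.91 and 0.07), and 72.3% of all peaks, called or not, had a lower estimate with Prox1. Autosomes had medians from -0.48 to -0.29 (mean -0.39 ± 0.058, SD across the 19 autosomes). Called peaks that closed had a median of -0.93 and those that opened a median of 1.01. At a change of at least 1 on the log2 scale, 37327 peaks were lower and 13278 higher. At a change of at least 2, a threshold chosen after the data were seen, the order turned round, with 221 peaks lower and 2840 higher.

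Because most fold changes lay below 0, the split between closed and opened peaks depended on where 0 was placed. Centring the fold changes on the median of all peaks, a shift of -0.39, gave 49217 lower and 46262 higher peaks, so that 51.5% of the called peaks were lower. Scaling both groups to equal totals over the peaks, a shift of -0.41, moved the share most, to 49.7% (47463 lower and 47989 higher). This shift was computed from the group means, whose median difference was -0.42, but taken off the deposited fold changes. Which direction was more frequent at equal totals therefore cannot be told. Centring on the 10% of peaks with the highest mean concentration, a shift of -0.25, gave 61256 lower and 37219 higher peaks, or 62.2% lower. With the median of promoter peaks as 0 (a shift of -0.21), 65.4% were lower (65603 against 34663). With CTCF motif peaks outside promoters as 0 (a shift of -0.17), 67.6% were lower (68802 against 33009). The number of called peaks moved less, from 95452 to 101811 under these 5 settings.

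**Figure D1:**
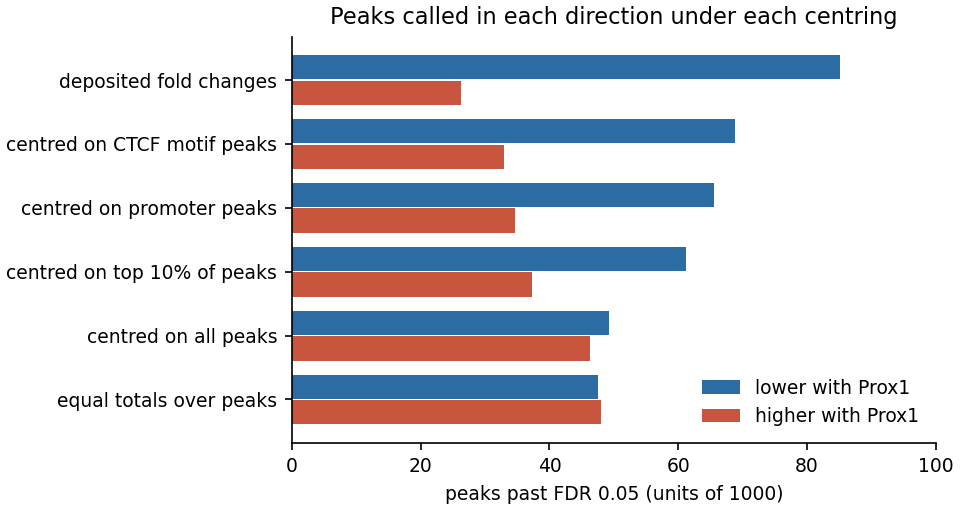
Peaks past an FDR of 0.05 (horizontal axis, in units of 1000 peaks) that were lower or higher with Prox1, for the deposited fold changes and for each of 5 ways of placing 0. The 85140 lower and 26271 higher peaks of the deposited comparison move to 47463 and 47989 when both arms are scaled to equal totals.

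Peaks were then placed on the annotation of the mouse genome GRCm38, the build that UCSC calls mm10. Of all peaks, 22215 lay within 1 kb of a transcription start site (promoter peaks) and 154465 lay further away (distal peaks). Promoter peaks were called less often, at 36.5% against 66.9% of distal peaks, and their median log2 fold change was -0.21 against -0.46. Among called peaks the share that closed was 77.2% at promoters and 76.4% at distal peaks, a difference of 0.798 percentage points (interval from chromosome resampling -0.334 to 1.94), which lies within its error. With a 2 kb window the difference was 1.40 (0.208 to 2.39) and for protein-coding genes 2.07 (0.764 to 3.50), both above their error. At an FDR of 0.01 the 3 differences were -0.556, 0.684 and 0.234 in the same order, each with an interval that includes 0, so without strata no difference held at both thresholds. Promoter peaks have higher mean concentration, and within deciles of mean concentration the share was lower at promoters by -7.35 percentage points (-8.77 to -6.00), with the same sign on 20 of 20 chromosomes (19 autosomes and X). Within strata of both mean concentration and GC content it was -0.851 (-2.24 to 0.503), an interval that includes 0. At an FDR of 0.01 it was -1.64 (-2.97 to -0.189), and with a 2 kb window -1.05 (-2.23 to 0.103). The mean log2 fold change, which no centring can move, was higher at promoters by 0.28 (0.27 to 0.29) in strata of mean concentration and by 0.070 (0.054 to 0.085) in strata of mean concentration and GC content. Distal peaks in introns (81052 peaks) had a median of -0.48, intergenic peaks (64300) one of -0.46 and exonic peaks (9113) one of -0.22.

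The direction of change followed the strength of the peak. In the lowest decile of mean concentration, 36.6% of the called peaks were lower with Prox1 and the median log2 fold change was 0.20. In the highest decile 97.7% were lower, with a median of -0.25. The share of all peaks with a lower estimate, called or not, rose from 43.1% to 92.2% over the same deciles. The median was lowest in the seventh decile, at -0.59. After scaling to equal totals, the share of called peaks that were lower was still 13.1% in the lowest and 55.2% in the highest decile. GC content had the opposite trend, from a median of -0.71 in the decile with the least GC to -0.14 in the decile with the most.

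**Figure D2:**
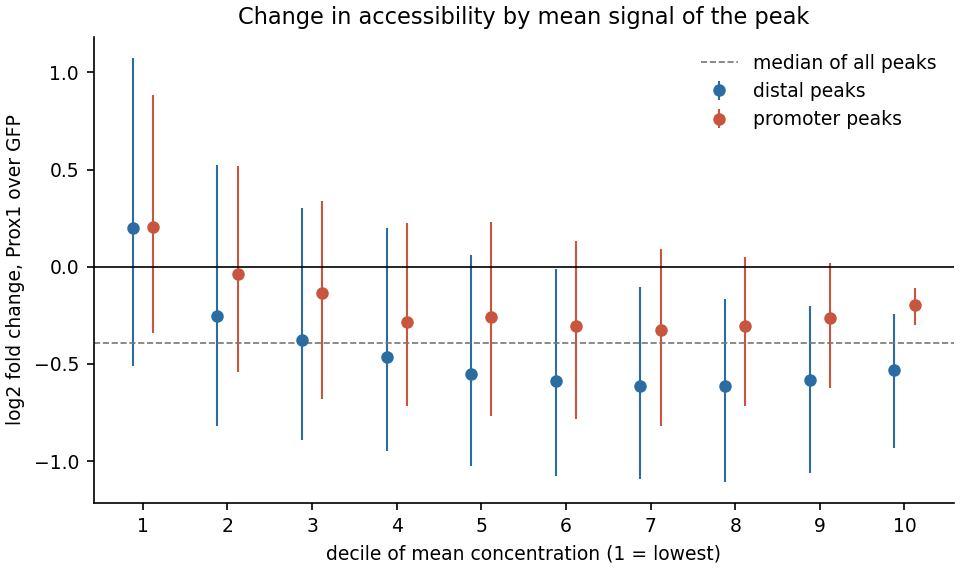
Log2 fold change, Prox1 over GFP (vertical axis), of distal and promoter peaks by decile of mean concentration (horizontal axis). Points are medians over peaks and bars run from the lower to the upper quartile; the dashed line is the median of all peaks, -0.39. Distal medians fall from 0.20 in the first decile to -0.53 in the tenth, where promoters lie at -0.20.

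The peaks with the lowest p-values among those that closed were in an intron of Mfsd13a (chromosome 19, 46352240 to 46352440), in an intron of Tcf12 (chromosome 9, 72076277 to 72076477) and in intergenic DNA of chromosome 15 (54091372 to 54091572). Their log2 fold changes in the authors' deposited table, with the sign turned, were -2.16 (FDR 6.64e-38), -2.01 (FDR 4.19e-36) and -2.56 (FDR 6.27e-35). The peak on chromosome 15 also had the largest fall among peaks above the median concentration, from 223 to 34.5 mean normalized reads in the authors' deposited table. The next falls in size were -2.53 in an intron of Gm37306 (chromosome 1, 177470219 to 177470419) and -2.46 in intergenic DNA of chromosome 5 (111855445 to 111855645), in the authors' deposited table.

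Among peaks that opened, both rules chose the same 3 peaks, which lay over coding exons of Prox1 itself, on the minus strand of chromosome 1 (190118035 to 190170714). The exons are numbered here over the coding sequence, in the direction of transcription. In the authors' deposited table the peak over coding exon 1 (190160680 to 190160880) rose by 8.75 on the log2 scale, from 16.1 to 6847 mean normalized reads, at an FDR of 2.80e-176. The peak over coding exon 3 (190146958 to 190147158) rose by 7.18 and that over coding exon 4 (190123211 to 190123411) by 8.92 in the authors' deposited table. Coding exon 2, of 108 bases, had no peak. The other 16 peaks within 100 kb of the gene changed by -1.16 to 0.17, and the promoter peak of Prox1 (190170546 to 190170746) changed by -1.07 (FDR 2.83e-11) in the authors' deposited table. The transgene carries mouse Prox1, so the reads over these exons do not separate the chromosomal gene from vector DNA, and the 3 peaks are not read as a change in accessibility. The 3 peaks with the next lowest p-values, added after the values were seen, were all intergenic. In the authors' deposited table they rose by 3.11 (chromosome 2, 78740525 to 78740725), 3.07 (chromosome 19, 10469359 to 10469559) and 3.83 (chromosome 9, 43535345 to 43535545). These 11 peaks, 5 lower and 6 higher, kept their direction and stayed past the threshold under each stricter threshold, filter and centring that applied to them.

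**Figure D3:**
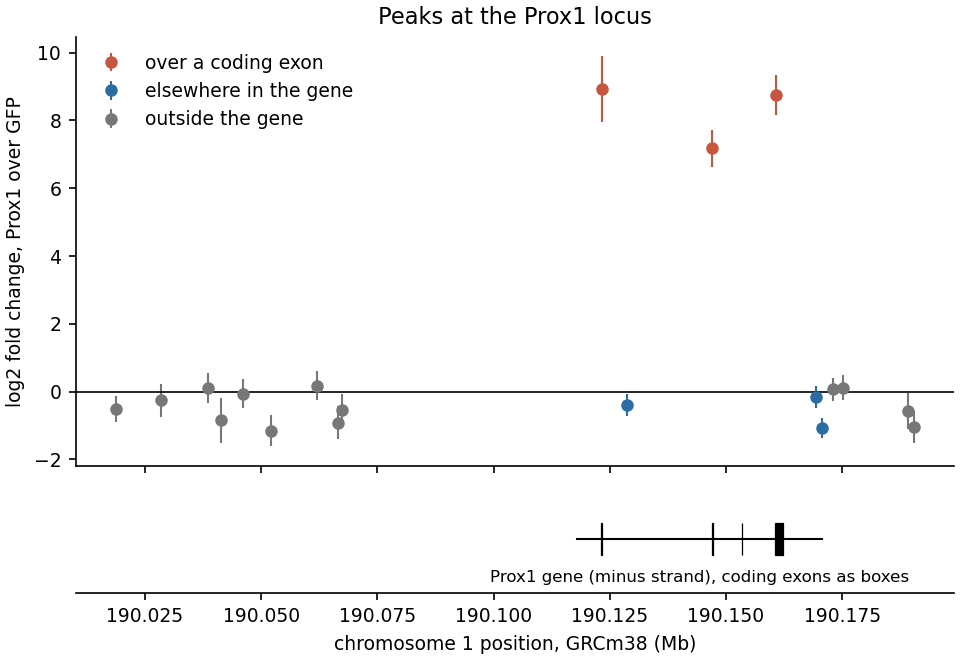
Log2 fold change, Prox1 over GFP (vertical axis), of the 19 peaks within 100 kb of Prox1 by position on chromosome 1 in Mb, with the gene and its coding exons drawn to scale. Bars are 95% intervals from the standard error implied by the authors' p-values. The 3 peaks over coding exons rose by 7.18 to 8.92, while the others lie between -1.16 and 0.17.

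For 18 genes fixed before the data were examined, the most accessible peak within 1 kb of a transcription start site was read out. Such a peak was found for 16 genes, and not for Alb or Ttr. In the authors' deposited table, 7 of the 16 were lower with Prox1 and 0 were higher at an FDR of 0.05, and the counts were the same when p-values were adjusted over the list alone (7 and 0). Without adjustment for multiple tests, 0 of the 16 were higher at a p-value under 0.05, while Ebf2 joined the 7 lower ones (p-value 0.0457, authors' DESeq2 test). The largest fall was at Prrx1 (chromosome 1, 163313505 to 163313705, untranslated region), with a log2 fold change of -1.21 and an FDR of 1.17e-11 in the authors' deposited table. Next to the Prox1 promoter itself, Des (-0.96), Myc (-0.92), Krt19 (-0.91), Foxs1 (-0.48) and Sox9 (-0.43) also fell in the authors' deposited table. The falls at Foxs1 (FDR 0.00458) and Sox9 (FDR 0.0157) did not pass the threshold under any of the 5 centrings. The promoter peak of Pparg (chromosome 6, 115360930 to 115361130, untranslated region) did not pass, at -0.21 and an FDR of 0.266 in the authors' deposited table. Ebf2 (-0.32, FDR 0.0698), Tjp1 (-0.29), Tubb3 (-0.29), Hand2 (-0.26), Myh9 (-0.23) and Plagl1 (-0.10) did not pass either in the authors' deposited table, and all 7 of these genes had a positive fold change once the median of all peaks was set to 0. Map2 (0.097) and Cdh1 (0.13) lay above 0 without passing the threshold in the authors' deposited table, and both passed it as higher once the median of all peaks was set to 0.

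In most of these genes, peaks within the body gave more calls than the 1 promoter peak read out, but bodies often held many more peaks. Body counts include the promoter peak where it overlaps the gene. At Prox1 the 3 higher body calls were the peaks over coding exons. Foxs1 and Des had no body peak. The only body peak of Hand2 and of Tubb3 was the promoter peak itself, which was not called. Sox9 had 1 call in the body and 1 at the promoter. In Prrx1, 12 of 16 peaks were lower and 0 higher by the calls of the authors' deposited table. In Pparg 9 of 12 were lower and 1 was higher, and in Ebf2 12 of 21 were lower and 3 higher, by the calls of the authors' deposited table. Tjp1 had 22 lower and 4 higher peaks among 35, and Cdh1 had 7 lower and 0 higher among 11, by the same calls. Alb had 1 peak, which was not called, and Ttr 1 peak, which was higher.

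**Figure D4:**
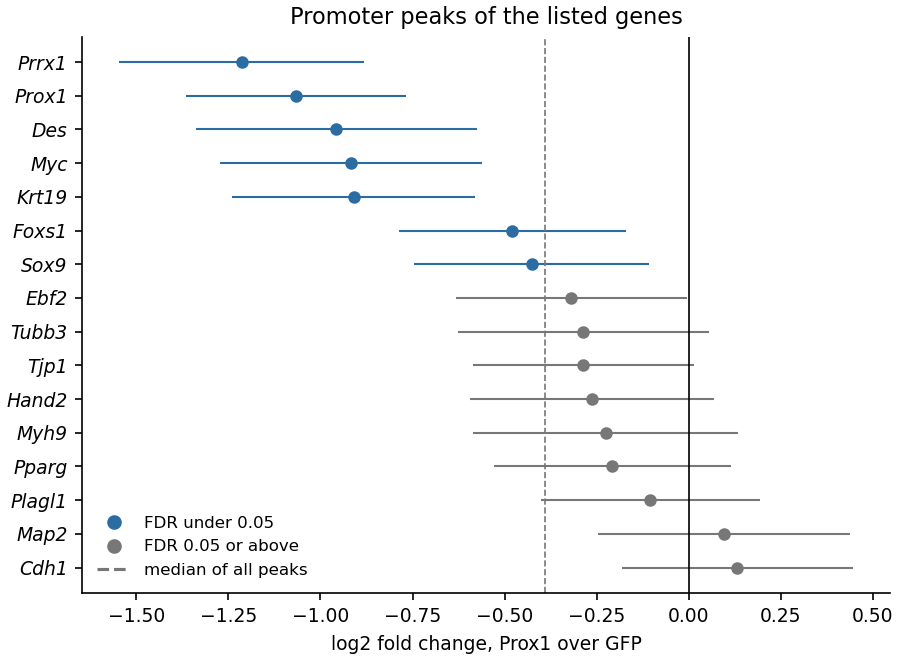
Log2 fold change, Prox1 over GFP (horizontal axis), of the most accessible promoter peak of each of 16 genes, with 95% intervals from the standard error implied by the authors' p-values. Blue points pass an FDR of 0.05 and grey points do not; the dashed line is the median of all peaks, -0.39. All 7 blue points lie below 0, and the intervals of Foxs1 and Sox9 include the dashed line.

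Peak sequences were searched for 22 consensus motifs of transcription factors, and the mean log2 fold change of peaks with a motif was set against other peaks of the same mean concentration, GC content and promoter class. Centring cannot move these differences. Peaks with the AP-1 motif TGASTCA (40697 peaks) were lower by -0.24 (-0.25 to -0.22), and 87.3% of those called had closed. The 538 peaks with the Prox1 motif, written AAGRCGYCTTA with up to 1 mismatch, were lower by -0.33 (-0.38 to -0.27), and 92.8% of those called had closed. Peaks with the TEAD motif (27835 peaks) were lower by -0.11 (-0.12 to -0.097). All 3 had the same sign on 20 of 20 chromosomes, and more than 50% of their called peaks were lower under each of the 5 centrings. Peaks with the CTCF motif (18509 peaks) were higher than matched peaks by 0.37 (0.36 to 0.38). Of the CTCF peaks called, 72.2% were lower by the authors' calls but only 20.6% once the median of all peaks was set to 0. EBF motif peaks were higher than matched peaks by 0.18 (0.12 to 0.25), and those with the FOXA and HNF4 motifs by 0.12 and 0.050. The 41 peaks with an HNF1 motif were lower by -0.29, with a wide interval of -0.52 to -0.014. Intervals come from resampling whole chromosomes and describe the spread over the genome, not between cultures.

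**Figure D5:**
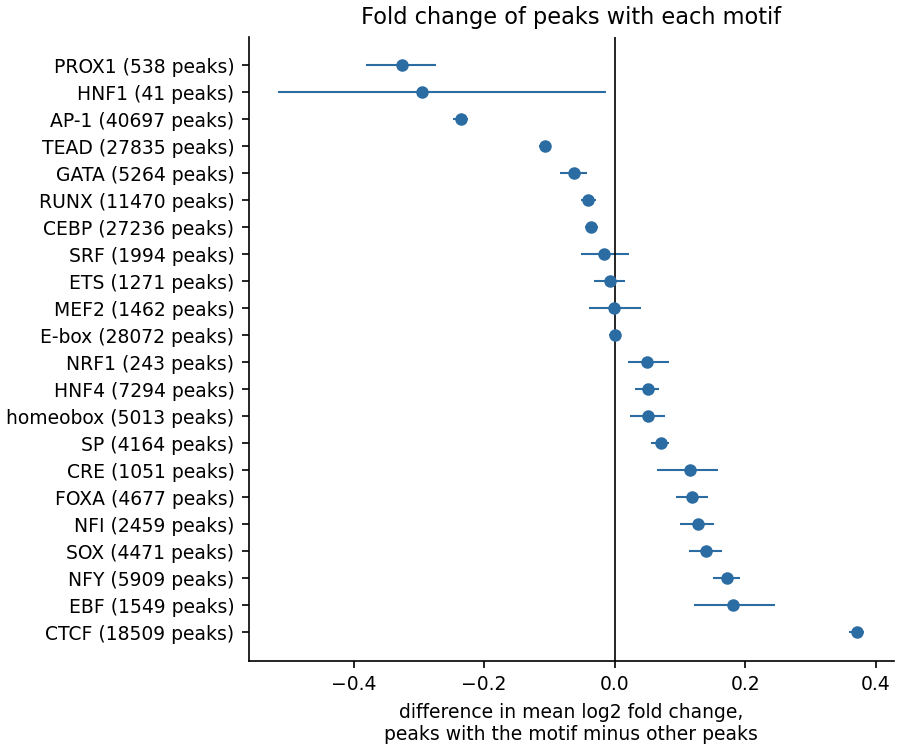
Difference in mean log2 fold change between peaks with each of 22 motifs and other peaks of the same mean concentration, GC content and promoter class (horizontal axis). Bars are 95% intervals from resampling whole chromosomes. Prox1 motif peaks lie at -0.33 and AP-1 peaks at -0.24, at one end, and CTCF peaks at 0.37 at the other.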

Values the study reported

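The study reported 111,411 peaks that differed in accessibility (adjusted P under 0.05) when Prox1 was overexpressed during 4-in-1 reprogramming, and stated that 85,140 of them (76.4%) had closed. For Prox1 overexpression without 4-in-1, it reported that 77% of regions closed.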

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

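No paired analysis was possible because the table gives group means and no value per library. For the same reason the planned fits that leave out each replicate, use the replicate number as a block, or replace the test by another count model were not run, and other splits of the 6 samples could not be counted. The settings that scale to equal totals, centre on promoter or CTCF motif peaks, take the median over these classes, require a change of at least 2, use protein-coding genes, drop or add strata, or combine an FDR of 0.01 with another promoter set were chosen after seeing the data. So were all settings for single genes and peaks, and every centring of the promoter difference and of the shares in classes of peaks.

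The number of called peaks, 111411, stayed within a factor of 1.5 under FDR limits of 0.01 and 0.001, the filter on mean concentration, autosomes alone, the recomputed Benjamini-Hochberg values and all 5 centrings, which gave 77174 to 111411 peaks. It fell to 42935 with a Bonferroni adjustment, to 50605 with a change of at least 1 and to 3061 with a change of at least 2, as these settings demand more of a peak.

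The share of called peaks that closed, 76.4%, moved by more than its binomial interval under each setting, since that interval is narrow. It was 77.1% at an FDR of 0.01, 77.5% at 0.001, 77.6% with Bonferroni, 76.2% on autosomes and 76.8% when clusters of peaks within 1 kb were counted once. It was 84.2% without the 25% of peaks of lowest mean concentration, 73.8% for changes of at least 1 and 7.22% for changes of at least 2. Centring gave 67.6% (CTCF motif peaks), 65.4% (promoter peaks), 62.2% (most accessible peaks), 51.5% (all peaks) and 49.7% (equal totals), since each shifts all fold changes up. The size of the excess of closing over opening peaks therefore depends on where 0 lies, and no spike-in or library totals that would place it were used here.

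The median fold change of -0.39 was -0.46 without the 25% of peaks of lowest mean concentration, -0.42 as the difference of group means, -0.21 over promoter peaks and -0.17 over CTCF motif peaks outside promoters. All 5 values including the main one lie below 0, and on autosomes alone it was -0.39. The agreement of the peak lists with the calls was complete under each definition of overlap, and at an FDR of 0.01 the table held 94834 of the listed peaks.

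The lower share of closing at promoters, -7.35 percentage points within deciles of mean concentration, kept its sign with an interval below 0 for a 2 kb window, an FDR of 0.01, protein-coding genes (the last and the 2 kb window also at an FDR of 0.01) and all 5 centrings. It ran from -11.3 to -5.31 without centring and from -30.6 to -15.6 under the centrings. Without strata it reversed to 0.798, with an interval that includes 0, and to 1.40 for a 2 kb window and 2.07 for protein-coding genes, with intervals above 0. At an FDR of 0.01 these 3 values were -0.556, 0.684 and 0.234, each with an interval that includes 0. Within strata of mean concentration and GC content it was -0.851 (-0.565 for a 2 kb window and -1.29 for protein-coding genes), with intervals that include 0. At an FDR of 0.01 it was -1.64 (-2.28 for protein-coding genes), with intervals below 0, and -1.05 for a 2 kb window, with one that includes 0. The first change comes from the higher concentration of promoter peaks; the cause of the second was not tested beyond the strata themselves.

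Among the 16 gene promoters, 7 genes that had not passed the threshold changed sign in 19 combinations of gene and setting, none of which passed it. Centring on all peaks gave 0.18 for Pparg, 0.071 for Ebf2, 0.13 for Hand2, 0.29 for Plagl1, 0.17 for Myh9, 0.10 for Tubb3 and 0.10 for Tjp1. Equal totals gave 0.20 for Pparg, 0.093 for Ebf2, 0.15 for Hand2, 0.31 for Plagl1, 0.19 for Myh9, 0.13 for Tubb3 and 0.13 for Tjp1. Centring on the most accessible peaks gave 0.045 for Pparg, 0.15 for Plagl1 and 0.028 for Myh9, and Plagl1 was 0.10 when centred on promoter peaks and 0.066 when centred on CTCF motif peaks. Beyond these, 17 combinations at 4 genes (Foxs1, Sox9, Myc and Des) lost significance and 5 at 2 genes (Map2 and Cdh1) gained it. The falls at Prrx1, Krt19 and the Prox1 promoter, and the 11 peaks named by rule or next to it, kept direction and call in all settings run on them. A further 45 shares of closing in classes of peaks moved with centring.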

Other observations

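The tests of a common normalization offset, of background and enrichment, of copy number, motif content and library sex, of reads from vector DNA, of a uniform change in reads in peaks and of the mean fold change at promoters were chosen after the results were seen; the others were written down before.

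The fall of the median peak was weighed against a difference in the share of reads in peaks. If that were the whole cause, all peaks would shift together, but 26271 peaks rose past the threshold, 2840 of them by at least 2 on the log2 scale. CTCF motif peaks outside promoters, bound by a factor common to most cell types, had a median of -0.17 (-0.18 to -0.16), while distal peaks without the motif had one of -0.53 and distal peaks with an AP-1 motif and no CTCF motif one of -0.80. A single shift of -0.39 is therefore not what these classes show. What stays open is a smaller common offset. Promoters in the top decile of mean concentration had a median of -0.20, with an SD of 0.23 against a median standard error of 0.17, and a real uniform fall and an offset left by the normalization cannot be told apart here, because no spike-in or library totals were used.

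With 0 as deposited, closing was frequent and bounded, while opening was rarer and reached steeper changes. Opening was about as frequent as closing once both arms were scaled to equal totals (47463 lower and 47989 higher). The medians of called peaks were also close in size, at -0.93 for lower and 1.01 for higher peaks. The lowest fold change of any peak was -2.56, while 2840 peaks rose by at least 2. Those 2840 peaks had a median of 14.1 normalized reads in the GFP arm and 90.4 in the Prox1 arm, and the 221 peaks that fell by at least 2 went from a median of 198 to 42.6. No peak was under 11.2 normalized reads with Prox1, whereas 9 peaks were listed at 0 on the log2 scale in the GFP arm, all of them called higher with Prox1. Their fold changes, up to 8.09 at a single peak, have no lower group to be measured against and are not interpreted. A uniform background added to the Prox1 libraries would raise weak peaks, but 92.2% of the higher peaks stayed above their GFP value after 26.1 reads, the 1st percentile of the Prox1 values, had been taken off. Standard errors were then allowed for, and the lower 95% limit of the rise was above 26.1 reads at 9200 peaks, 5.21% of all peaks, where noise alone would leave at most 2.50%. A uniform background, whether added or from poorer enrichment, is therefore not the whole cause of the rises. In the lowest decile of mean concentration the share was only 3.35%. There a background and an opening with Prox1 cannot be told apart, because a low mean over both arms leaves little room for a larger rise. In deciles 9 and 10 the share was 2.19% and 0.498%, under the 2.50% that noise alone could leave, so it decides nothing there either. In addition, a background of 26.1 reads would account for part of the steepness of the rises. After it was taken off, 7746 of the 13278 peaks higher by at least 1 (58.3%) stayed higher by 1. The depth of the falls was weighed in the same way, since a background would let strong peaks fall further. The 1st percentile of the fold change in distal peaks did deepen among weak peaks, from -1.17 for a GFP concentration of 5 to 6 to -1.66 for 6 to 7. There a background floor and the selection of peaks by the caller cannot be told apart. Above that, the 1st percentile of the fold change in distal peaks was -1.82 for a GFP concentration of 7 to 8, -1.85 for 8 to 9 and -1.74 for 9 to 10, so a background floor did not set the depth of the falls at strong peaks. These 1st percentiles leave 28.3%, 27.7% and 30.0% of the signal, and 1 in 100 distal peaks of these strengths fell further. A candidate explanation is a share of cells that did not take up or answer to Prox1, or incomplete loss within each cell by day 2. Neither was tested, since no values per cell were used.

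Strong peaks fell and weak peaks rose, which is also what poorer enrichment over background in the Prox1 libraries would give. That explanation, acting on all peaks alike, requires equal shifts at equal GFP signal. At a GFP concentration of 8 to 9, distal peaks had a median of -0.83 and promoters one of -0.24, a difference of -0.59 (interval from chromosome resampling -0.61 to -0.56), and of -0.50 (-0.51 to -0.48) in means matched in steps of 0.1 of the GFP concentration. Both argue against it as the whole cause of the falls of strong peaks. Medians of weak peaks lay closer together, at 1.35 (distal) and 1.23 (promoters) for 4 to 5 and at 0.27 and 0.26 for 5 to 6. They decide nothing, because peaks picked for a low GFP value while called in either arm lie above 0 by selection too. For the rises, the reads above background given before, taken over all peaks, are what argues against poorer enrichment as the whole cause. Power to call a change does not account for the trend either, as the share of all peaks with a lower estimate, called or not, reached 92.2% in the highest decile of mean concentration against 43.1% in the lowest.

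GC content was a strong covariate. Most of the difference in share between promoters and distal peaks within strata of mean concentration was gone once GC content was added to the strata, where it was -0.851 points (-2.24 to 0.503) at an FDR of 0.05. At an FDR of 0.01, a setting tried after the results were seen, it was -1.64 (-2.97 to -0.189) and with a 2 kb window -1.05 (-2.23 to 0.103), and in the share of all peaks with a lower estimate, called or not, it had the other sign, at 1.74 (0.649 to 2.82). Whether GC content accounts for the whole difference in share therefore cannot be told here. The mean fold change kept a difference of 0.070 (0.054 to 0.085), for which GC content and signal are not the whole cause. A GC bias between the libraries, if linear, would act with the same slope in each class. The log2 fold change rose per 10% of GC by 0.24 in distal peaks without a CTCF motif, by 0.19 in promoters and by 0.099 (0.083 to 0.11) in CTCF motif peaks. The slopes differ by more than their intervals, which argues against such a bias as the whole cause, and a common part may remain. Its size is not bounded by the slope of the CTCF peaks, because those peaks may also have changed with Prox1.

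Some motif classes moved apart beyond what GC content and signal give. AP-1 motif peaks were lower by -0.24 after stratification (-0.39 before), and the Prox1 and CTCF motifs kept their sign as well. A hypothesis is that sites of AP-1, a factor of fibroblast enhancers, close preferentially with Prox1 while CTCF sites close less. CTCF sites did change, in both directions, as 7708 of 18509 CTCF motif peaks were called and 5569 of these were lower. Outside promoters their fold changes had an SD of 0.54 against a median standard error of 0.17. TEAD motif peaks lost part of their difference (-0.20 to -0.11), as AP-1 motif peaks did. Stratification left almost none of it for the MEF2 (-0.15 to -0.00049) and E-box motifs (0.057 to 0.00037). For the homeobox motif it changed the sign (-0.034 to 0.050). Co-occurrence of motifs was not tested, and binding was not measured in these data.

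The 3 peaks over coding exons of Prox1 rose by 7.18 to 8.92, whereas no other peak within 100 kb rose by more than 0.17, and the gene's own promoter fell by 1.07. That is what reads from Prox1 vector DNA require, and the transgene is a mouse Prox1. A fall at the gene's own promoter may then reflect repression of the chromosomal copy by the transgene, a hypothesis that these data do not test further. The same footprint was sought for the 4in1 cassette, to see whether both arms received an equal dose. Among 46 genes with at least 3 peaks over coding exons, Prox1 had the highest median concentration (10.03) and the next gene reached 7.98, and the highest median fold change of another gene was 1.26. No gene stood out as part of a cassette. The screen could miss a cassette factor with fewer such peaks, and the factors were not looked up by name. Unequal cassette dose and an effect of Prox1 therefore cannot be told apart.

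Chromosome X differed from the autosomes. Its 3220 peaks had a median of -0.55, outside the range of autosome medians (-0.48 to -0.29), and 90.6% of its called peaks were lower. The gap came more from missing gains, as 5.87% of its peaks were called higher against 13.8% to 17.0% on the autosomes, while 56.4% were called lower against 43.5% to 52.6%. A copy number difference between the arms would shift all classes alike, but distal peaks of X lay -0.24 below autosomal distal peaks, promoters -0.056 and CTCF motif peaks -0.036. The first and second of these shifts differed by -0.18 (-0.22 to -0.14). This interval comes from resampling single peaks of X, which are not independent, so it is likely too narrow. It does not measure the spread of this gap between chromosomes, so the evidence against copy number is limited. Motif content did not account for it, since the mean of X after removing strata of concentration, GC content, promoter, CTCF and AP-1 motif was -0.26, against -0.031 to 0.053 on autosomes. A different sex mix in the arms stays open. The more accessible of 2 promoter peaks of Xist, the gene transcribed from the inactive X of females, changed by -0.23 with an implied standard error of 0.31, too wide to decide, so sex and an effect of Prox1 on X cannot be told apart.

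Within arms, however, the libraries seem to have differed in sex. Standard errors implied for the 8 peaks of chromosome Y were 1.77 times (median) those of peaks with the same mean concentration, and each lay above the 99.5th percentile of such peaks. The pair at the Xist promoter had a ratio of 1.54, whereas chromosome X as a whole had 1.02. This is consistent with an unequal mix of male and female embryos among the libraries, which values per library would settle. On chromosome Y, 1 peak was called lower and 1 higher.

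Neighbouring peaks changed together. The correlation of fold changes across adjacent peaks was 0.380 at a distance up to 1 kb, where windows may share the reads of an open region, and 0.123 at 1 to 5 kb (0.066 after removing strata of concentration, GC content and promoter), against at most 0.0191 and 0.0122 in 100 shuffles of each. Shared reads in adjoining windows are not expected beyond 1 kb, so they do not cover the longer-range part. That part hardly fell with distance after removing the strata (0.066 at 5 to 20 kb, 0.060 at 20 to 100 kb and 0.089 beyond 100 kb, against 0.101, 0.076 and 0.072 before). The value beyond 100 kb rests on 2652 pairs, and shuffles of the values before strata reached 0.060 there. Chromosome X, whose mean lay at -0.25 after removing the strata, was not left out, so its shift may add to this correlation. The profile therefore neither points to local domains nor excludes them. The cause of the longer-range part stays open, and no biological explanation was tested.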
